# Epistatic chromatin remodeling during barley response to powdery mildew by ATAC-Seq

**DOI:** 10.1038/s41597-026-07313-0

**Published:** 2026-05-08

**Authors:** Valeria Velásquez-Zapata, Schuyler D. Smith, Gregory Fuerst, Roger P. Wise

**Keywords:** Gene expression, Plant genetics, Epigenetics analysis

## Abstract

Understanding the molecular basis of plant-pathogen interactions is critical for advancing crop protection strategies. Powdery mildew, caused by the obligate fungal pathogen *Blumeria hordei* (*Bh*), is a threat to barley production worldwide. We exploited time-course ATAC-Seq of barley and derived immune mutants infected with *Bh* to infer chromatin accessibility influenced by the genetic interactions of *mildew locus a6* (*Mla6)*, encoding a nucleotide binding leucine-rich repeat (NLR) immune receptor, and *Blufensin1* (*Bln1)*, a basal defense regulator. Sampling at 0, 16, 20, and 32 hours after inoculation captured key pathogen developmental stages representing fungal penetration and haustorial development, respectively. Validation of the dataset was accomplished by calculating general ATAC-Seq peak metrics and comparison with paired RNA-Seq data. ATAC-Seq and RNA-Seq results were correlated, highlighting in particular chromatin-mediated epistatic interactions, demonstrating that the dataset could provide insight into regulatory chromatin architecture. These results offer a valuable dataset for dissecting transcriptional networks involved in barley immune responses.

## Background & Summary

Investigating the intricate molecular mechanisms governing plant-pathogen interactions is pivotal for designing effective strategies to enhance food security^1^. Powdery mildew fungi are a common class of pathogens that infect thousands of plants, including cereal crops such as barley and wheat, causing substantial yield loss^2^. The establishment of specialized high-throughput sequencing technologies, including ATAC-Seq and RNA-Seq, has revolutionized the ability to dissect complex biological systems and identify key genetic factors influencing disease resistance^3^. These omics approaches have not only deepened insights into plant immunity but have also shed light on chromatin-level regulatory mechanisms, such as histone acetylation and methylation, which play critical roles in modulating gene expression during pathogen infection^4^.

Assay for transposase-accessible chromatin using sequencing (ATAC-Seq) is a technique used to map chromatin accessibility across the genome, thereby revealing regulatory regions and their dynamic changes in response to diverse stimuli. Previous omic studies in barley infected with powdery mildew, caused by the ascomycete fungus, *Blumeria hordei (Bh)*, revealed a large transcriptional network in response to pathogen attack^5–7^. Expressed genes often exhibit an open chromatin configuration, suggesting the presence of chromatin modifications in the promoter region of transcription factors and genes associated with plant immune response, such as salicylic acid- and pattern-triggered immunity (PTI)-responsive genes^8^. To investigate chromatin accessibility in barley during powdery mildew infection, ATAC-Seq can be used to assay resistant and susceptible leaf tissues at several timepoints post-inoculation. This approach allows for the identification of genomic regions exhibiting altered accessibility, potentially indicating the involvement of regulatory elements involved in pathogen recognition, signaling, and defense responses. The resulting data can be analyzed to identify regions of increased or decreased chromatin accessibility, providing insights into the activation/repression of specific genes, or larger gene regions. Analysis of ATAC-Seq data could show altered accessibility within promoter regions of defense-related genes, signifying enhanced or reduced transcriptional activity. Changes in chromatin accessibility may also occur in distal regulatory elements, such as enhancers and silencers, modulating gene expression patterns.

To characterize chromatin accessibility of barley during powdery mildew infection, a set of isogenic mutant genotypes and timepoints, as described by Velásquez-Zapata and colleagues^6^, were subjected to ATAC sequencing. We designed these studies around two diverse genes in host immunity, *Mildew locus a6* (*Mla6), a* nucleotide binding leucine-rich repeat (NLR) immune receptor, and the *Blufensin1* (*Bln1)* basal defense regulator, which influence immunity in a resistance (*R*)-gene dependent and *R*-gene independent manner, respectively. In addition to the CI 16151 resistant progenitor (*Mla6, Bln1*), three fast-neutron derived mutants were utilized: the susceptible *mla6*-m18982, the resistant *bln1*-m19089, and the susceptible double mutant (*mla6 + bln1*)-m19028^6,9^. Four infection timepoints (0, 16, 20, 32 HAI) were taken to sample across key pathogen life cycle events, for example, conidial germination, appressorial penetration and haustorial development. Validation of the ATAC-Seq dataset was performed by calculating general metrics such as peak distribution and classification. In addition, we checked for correlation with gene expression profiles from previous RNA-Seq data by checking the presence of epistatic events at the chromatin level^6^.

## Methods

### Plant materials and tissue collection

The wild-type progenitor, CI 16151 (*Mla6, Bln1*), was developed by the introgression of the *Mla6* nucleotide binding leucine rich repeat (NLR) immune receptor into the Manchuria background^10^ and maintained by single seed descent. CI 16151 derived mutants [m18982 (*mla6, Bln1*); m19089 (*Mla6, bln1*); m19028 (*mla6, bln1*)] were generated via fast-neutrons (4 Gy Nf)^11,12^ and further characterized as described by^6,9^.

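Fast neutrons can delete segments of a chromosome, where no read of the mutant can then map, so windows of 100 kb were sought that held a peak in at least 8 of the 16 libraries of CI16151 and in none of the 16 libraries of a mutant. There were 20 such windows in m18982, 9 in m19089 and 6 in m19028. With the genotypes exchanged (a peak in at least 8 libraries of the mutant and in none of CI16151) the counts were 13, 21 and 12. The longest run in m18982 lay on 1H from 12200001 to 12600000, with a peak in 16 libraries of CI16151, in 15 labelled m19089 and in 1 labelled m19028, and in 0 of m18982. With all libraries kept, the longest run in m19028 lay on 1H from 13600001 to 13800000. It had a peak in 14 libraries of CI16151, 13 of m19089, 0 of m18982 and 0 of m19028. The run from 12200001 to 12600000 was not counted in m19028 because of 1 library alone, that labelled m19028 at 0 HAI, replicate 4. That library resembled m19089 in a check of the labels given below. Without it this run had no peak in m19028 either, so it is not specific to m18982. In m19089 no run of windows without a peak was longer than 1 window. With the genotypes exchanged, the longest run was 6 windows in m19089, on 7H from 12500001 to 13100000. It had a peak in 14 libraries labelled m19089, 1 labelled m19028, 0 of m18982 and 0 of CI16151. Without the libraries labelled m19089 and m19028 at 0 HAI, replicate 4, a setting chosen after seeing the data, the counts of windows without a peak in the mutant were 20, 11 and 10. Leaving out 1 library of CI16151 lowered the count of m19089 to 4 or 5 for 7 of them, all of replicates 1 and 2. The alternative that moved the count most was 71 windows in m19089 with replicates 3 and 4 only, where a peak in 4 of 8 libraries was required and the count with the genotypes exchanged was 232. None of the 35580 gene identifiers in the files names Mla6, so no value is given at that gene.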

Seven-day old barley (*Hordeum vulgare*) first leaves were grown in 20 × 30-cm trays using sterilized potting mix (Sunshine Mix #1, Sungrow) in a climate-controlled greenhouse (16 h supplemental light, 20–22 C). Trays were blocked by biological replicate and plant genotype with seedling rows randomly assigned to one of four harvest timepoints (0, 16, 20, and 32 HAI). First leaf seedlings were inoculated with a high density (84 ± 19 spores/mm^2^) of *Blumeria hordei* (*Bh)* isolate 5874 (*AVR*_*a6*_) and immediately transferred to a growth chamber (16 h light / 8 dark, 18 C)^5^. One gram of pooled tissue was collected for each timepoint and flash frozen in liquid nitrogen. Four biological replicates were collected for each genotype / timepoint combination and processed for ATAC-Seq protocols.

### ATAC-Seq protocol

ATAC-Seq libraries were prepared by REquest Genomics (Athens, GA, USA). Barley tissue was chopped on ice using a razor blade for ~2 minutes in 600 μL of pre-chilled Nuclei Isolation Buffer (NIB)^13^. The chopped tissue was filtered across a 40-μm cell strainer and subjected to centrifugation at 500 rcf for 5 minutes at 4 C. The supernatant was removed, and the pellet was resuspended in 500 μL of NIB. Samples were then put through a 20-μm cell strainer and loaded onto the surface of 1 mL of 35% Percoll buffer, which was prepared by mixing 35% Percoll with 65% NIB wash buffer. The nuclei were centrifuged at 500 rcf for 10 minutes at 4 C. The supernatant was gently withdrawn, and pellets were washed in 100 μL of 1X TAPS buffer (5X TAPS buffer: 50 mM TAPS-NaOH, pH8.0; 25 mM MgCl2)^14^. Subsequently, the nuclei were reconstituted in 30 μL of 2.5X TAPS buffer. A total of 5 μL of nuclei were diluted tenfold and stained with DAPI (Sigma Cat. D9542) to evaluate the condition and abundance using a hemocytometer. A total of 50,000 nuclei were used per library preparation. The Tn5 assembly and library preparation procedures were conducted following previously established methods^14^. Libraries were sequenced by Active Motif (Carlsbad, CA, USA) on an Illumina NovaSeq 6000 using paired-end 150 bp reads. The run configuration included 150 bp for Read 1 (R1), 8 bp for Index 1 (I1), 8 bp for Index 2 (I2), and 150 bp for Read 2 (R2).

### ATAC-Seq read processing

The nf-core/atacseq pipeline (https://nf-co.re/atacseq/2.1.2/) was used to process ATAC-Seq data^15^. Following the initial analysis with the nf-core/atacseq pipeline, further explorations into the data were carried out using customized bioinformatics tools including differential analysis and motif analysis. First, FastQC^16^ was used to produce quality metrics. Then adapter trimming was performed with Trim Galore, a comprehensive wrapper combining Cutadapt and FastQC, for the refinement of FastQ files^16,17^. We used default settings to identify and remove adapter sequences to streamline preprocessing steps without manual intervention.

Hisat2 was used to align sequencing data^18^. Trimmed ATAC-Seq reads were aligned against the *Hordeum vulgare* Morex V3 reference genome with the addition of *Bln1* (*Bln1* was not annotated in the original Morex V3 release)^19^. 

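The annotation in the files names 2 copies of the added gene, Bln1-1 with its TSS on 5H at 580679275 and Bln1-2 with its TSS on 5H at 580651526. A peak with its centre within 1000 bp of the TSS was counted as present, a distance chosen after seeing the data. Bln1-1 had such a peak in 10 of the 16 libraries of CI16151, 7 of m18982, 0 of m19089 and 1 of m19028. Against CI16151, the adjusted p was 0.479 for m18982, 0.00149 for m19089 and 0.00616 for m19028 (Fisher's exact test, two-sided, adjusted over the 6 comparisons of the 2 copies). Bln1-2 had a peak in 6 libraries of CI16151, 3 of m18982, 1 of m19089 and 0 of m19028, with adjusted p of 0.479, 0.124 and 0.0353 from the same exact test. For m19028 the difference at Bln1-2 no longer passed 0.05 under 3 of the 6 alternatives, with adjusted p of 0.0275 to 0.435 over them. Without replicate 1 the adjusted p for Bln1-1 in m19028 was 0.0816, within a range of 0.000745 to 0.0816 over the 6 alternatives, all chosen after seeing the data, and for m19089 the range was 0.000745 to 0.0275. A library without a peak is a library in which MACS2 called none, and the number of reads at the gene is unknown.

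**Figure D1:**
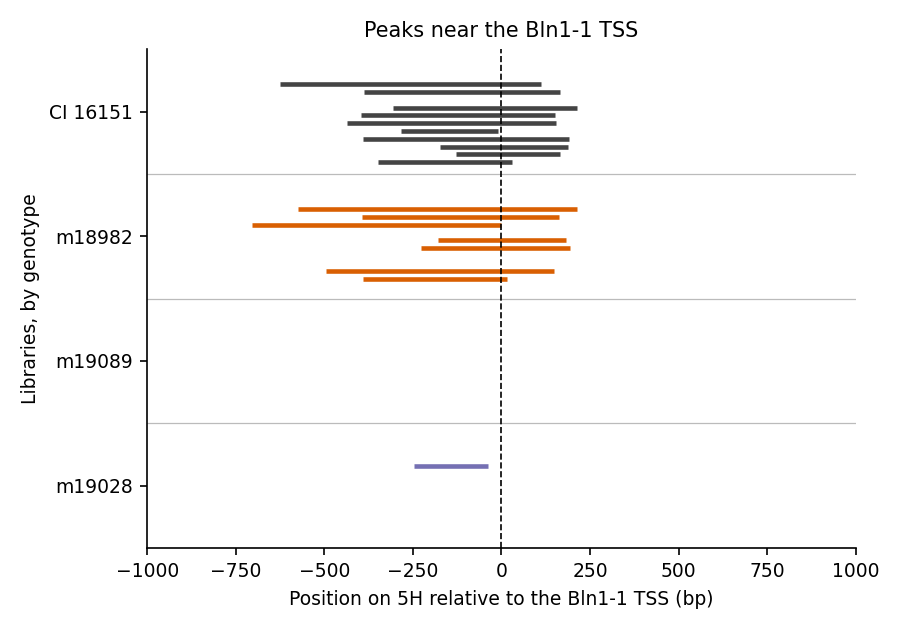
Peaks within 1000 bp of the Bln1-1 TSS, 1 line per library (vertical axis, grouped by genotype and in order of time point and replicate within it) over their position on 5H relative to the TSS (horizontal axis, bp). Bars show the extent of each peak, in 10 libraries of CI16151, 7 of m18982, 0 of m19089 and 1 of m19028.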

The output was transmitted into Samtools^20^, which was then converted into a compressed BAM file, filtering out secondary alignments, and leveraging multiple threads for efficiency. After alignment, reads were filtered using a combination of SAMtools, BEDTools, BAMTools, and Pysam (https://github.com/pysam-developers/pysam) to ensure high-quality alignments for downstream analysis^20–22^. SAMtools and BEDTools were used to remove reads marked as duplicates, non-primary alignments, unmapped reads, and those mapping to multiple genomic locations. BAMTools handled the exclusion of reads with excessive mismatches (more than four), soft-clipped alignments, large insert sizes (>2 kb), and provided additional quality control. Pysam was employed to filter out inter-chromosomal paired-end reads, those with improper FR orientation, and to remove both reads from any pair where a single read failed the criteria.

### Peak calling

Peak calling in ATAC-Seq is a step where regions of the genome with significantly higher read counts, indicative of open chromatin, are identified. These peaks are essential for understanding regulatory elements and gene expression patterns. MACS2 was applied to identify regions with narrow peaks or broad peaks^23^. Then, deepTools^24^ was used to convert filtered BAM files into BigWig format, employing Counts Per Million (CPM) as the default normalization method to prepare the data for such comparative analyses and further bioinformatics processing.

### Differential analysis

After obtaining the count matrix where each row is a consensus peak region and each column is a sample, we implemented a differential analysis to compute statistically significant differential peaks between pairwise comparisons through DESeq2^25^. A minimal pre-filtering step was performed to keep only rows that had at least 10 reads total. After differential tests were applied to each peak, p-values were calculated and adjusted to control false positives via multiple testing. This filtering threshold was automatically determined to maximize detection power (*i.e*., maximize the number of differential peaks detected) at a specified false discovery rate (FDR). Tables were generated to report the peak annotation, and statistics and p adjusted and fold change for each pairwise comparison.

### Correlation with RNA-Seq data

General metrics such as the distribution of the annotated peaks across different genomic elements (promoter, intron, exon, intergenic) were generated. For those peaks annotated in the promoter regions, a distribution of their distance to the transcription start site (TSS) was reported. Paired RNA-Seq datasets were compared to the ATAC-Seq differentially accessible peaks by using a p adjusted threshold of 0.001 for RNA-Seq and 0.005 for ATAC-Seq, considering that the expected number of false positives in the datasets was not larger than 1. Genomic regions of 1 Mb and 10 Mb were used to bin the genes and a hypergeometric test was performed to identify if a region was enriched in differentially accessible and expressed regions. Comparison between differentially expressed and differentially accessible regions was performed.

Lastly, an epistatic analysis to identify gene interactions between *Mla6* and *Bln1* was performed by using the method utilized by^6^. Data from the four progenitor and mutant genotypes was combined to calculate additive and epistatic regions classified into symmetric, masked, suppression, positive and negative. The resulting regions were compared to an equivalent analysis using RNA-Seq data by binning the genes in each category or by comparing epistatic regions with significant enrichment of each epistatic category.

## Data Records

Raw FASTQ and processed BAM ATAC-Seq reads, in addition to peak calling for the 64 samples, are located at the NCBI-Gene Expression Omnibus (GEO) under accession GSE307853 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc = GSE307853)^26^.

## Technical Validation

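First leaves of CI16151 and of the mutants m18982 (mla6), m19089 (bln1) and m19028 (mla6 and bln1) were assayed at 4 times counted in hours after inoculation (HAI; 0, 16, 20, 32) with 4 biological replicates of each, which makes 64 libraries. For each library the files list the narrow peaks that MACS2 called in that library alone, with the position on Morex V3, a score, the category that HOMER assigned to the peak centre and the distance to the nearest TSS of the high-confidence gene models. The lowest score was 10 in every library. Read counts on consensus peak regions were not analysed here, so the number of reads behind each peak is unknown, and a share below is a share of called peaks. The libraries held between 3657 and 262125 peaks, with a median of 81774 and a total of 5575774. The median was 134462 peaks in replicates 1 and 2 and 26588.5 in replicates 3 and 4, a 5.06-fold difference. The library with the fewest peaks was m19028 at 16 HAI, replicate 4. The share of each category was computed per library and averaged over the 64 libraries with equal weight, since the text does not state how the libraries were combined.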

To validate the ATAC-Seq data we started by evaluating its contents given the annotation classification and the distribution of the distance of the ATAC-Seq peaks to the transcript start sites (TSS). 

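Intergenic peaks made up 76.8% ± 7.75 (SD, n = 64 libraries) of a library's peaks, promoter-TSS peaks 8.52% ± 4.77 and exonic peaks 5.94% ± 1.49. With the peaks of all libraries pooled, the shares were 80.3%, 6.32% and 5.73%. Merging overlapping peaks into 1148652 consensus regions, of which 50.0% came from 1 library alone, gave 92.5%, 1.86% and 2.33%. The setting that moved the shares most in the other direction, chosen after seeing the data, took the 3657 highest-scoring peaks of every library and gave 63.6%, 20.0% and 8.20%. The promoter-TSS share differed between replicates, with 5.95% ± 1.53 (SD, n = 16) in replicate 1, 6.32% ± 1.68 in replicate 2, 7.60% ± 4.84 in replicate 3 and 14.2% ± 4.39 in replicate 4. Because the number of peaks differs between the replicates, the relation of the promoter-TSS share to log2 of the number of peaks is given within replicates. Pearson's r was -0.470 in replicate 1 (permutation test, p = 0.0685, adjusted p = 0.0856), -0.764 in replicate 2 (p = 0.00045, adjusted p = 0.00112), -0.568 in replicate 3 (p = 0.0201, adjusted p = 0.0336) and -0.243 in replicate 4 (p = 0.369, adjusted p = 0.369), adjusted over 10 relations. Spearman's rho was -0.262, -0.853, -0.529 and -0.409 (permutation p = 0.328, 6e-05, 0.0374 and 0.118, adjusted p = 0.328, 0.0002, 0.0534 and 0.147). Without the pair of libraries farthest from the median number of peaks, r was -0.177, -0.786, -0.403 and -0.486, so the relation in replicate 1 rested on those libraries. Between genotypes, the intergenic share was 4.61 percentage points higher in m18982 than in CI16151 (SD 6.59, higher in 13 of 16 pairs of libraries of the same time point and replicate, adjusted p = 0.0238 from an exact two-sided sign-flip permutation test, over 9 comparisons). The difference was 4.56 points in m19028 (SD 7.95, 11 of 16 pairs, adjusted p = 0.114) and 0.338 points in m19089 (SD 7.89, 8 of 16 pairs, adjusted p = 0.863). The number of peaks did not differ detectably between a mutant and CI16151 (adjusted p = 0.334 to 0.863 from the same exact test).

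**Figure D2:**
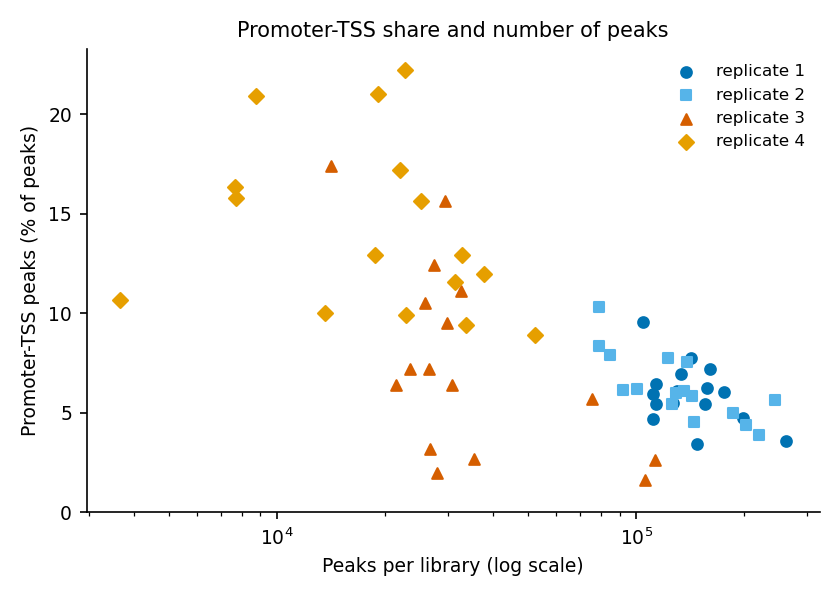
Share of promoter-TSS peaks in each of the 64 libraries (vertical axis, % of peaks) over its number of peaks (horizontal axis, log scale), with 1 marker per replicate. Replicate 4 lies between 3657 and 52185 peaks.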

Most of the peaks were found in intergenic regions (81.2%) followed by promoters with 5.7% and exonic regions with 5.4%. 

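Intronic peaks made up 4.47% ± 0.903 (SD, n = 64 libraries) and TTS peaks 4.29% ± 1.94, a difference smaller than the spread between libraries. The TTS share was 3.25% ± 0.65 (SD, n = 16) in replicate 1, 3.42% ± 0.741 in replicate 2, 3.94% ± 1.81 in replicate 3 and 6.55% ± 2.00 in replicate 4, while the intronic share stayed between 4.26% and 4.57% in the means of the replicates.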

Intronic and transcription termination sites (TTS) had 4.1% and 3.5% respectively (Fig. 1a). Peaks classified in the promoters were located between 0 and 1000 bp upstream of the TSS (Fig. 1b). These results are congruent with typical ATAC-Seq datasets^27^ where most of the peaks are shown to be intergenic and the distance to the TSS is within 1000 bp upstream of this element.

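Of the 352315 promoter-TSS peaks of the 64 libraries, 79.5% had their centre between 0 and 1000 bp upstream of the TSS. The mean over libraries was 82.1% ± 4.80 (SD, n = 64), with a lowest value of 71.5% and a highest of 90.2%. A further 18.6% lay 1 to 100 bp downstream of the TSS, 1.58% lay further downstream and 0.325% further upstream than 1000 bp. The median distance was -156 bp, with 25% of the peaks above -25 bp and 25% below -385 bp. From these shares and distances, the paper concludes that the data are congruent with typical ATAC-Seq datasets.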

**Fig. 1:**
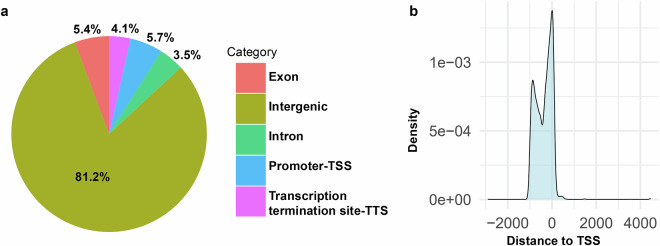
ATAC-Seq statistics. (**a**) Distribution of the peak annotations into genomic elements including exon, intergenic, intron, promoters-TSS and TTS (transcription termination site). (**b**) For the peaks annotated and Promoter-TSS, distribution of the peak distance to the transcription start site (TSS).

Next, the ATAC-Seq data was compared to RNA-Seq. 

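To compare the genotypes, the peaks with their centre in each window of 10 Mb or 1 Mb were counted per library and analysed with limma-voom, with the total number of peaks as library size. The model held 16 groups of genotype and time point and the replicate number as a block, because the trays were blocked by replicate and genotype. The 4 libraries of 1 genotype and replicate thus share a tray and were treated as independent, here and in the other tests of 16 libraries or 16 pairs, although each genotype had 4 trays. A comparison of trays was added after seeing the data. Each mutant was compared with CI16151 as the mean over the 4 time points, p-values were adjusted by the Benjamini-Hochberg method, and windows with an adjusted p of at most 0.005 were called, the threshold the paper gives for ATAC-Seq. All windows with at least 10 peaks over the libraries were tested, 427 of 10 Mb and 4230 of 1 Mb. A log2 change is a change of the share of a library's peaks that lies in the window, not of reads. On simulated counts of the same size, 40 of 40 windows of 10 Mb with a log2 change of 0.5 and 190 of 200 windows of 1 Mb with a log2 change of 1 were called, with 1 false call each, but for the departure from additivity 34 and 138 of them. Each mutant is 1 line, so an effect of mla6 or bln1 cannot be separated from any other difference of that line. Whether each library resembled the other libraries of its label was checked after the data were seen, by correlation with the genotypes over 46 to 55 windows of 100 kb chosen without that library. Of the 63 libraries with a peak in those windows, 61 resembled their own label most. The library labelled m19028 at 0 HAI, replicate 4, had r = 0.61 with m19089 and -0.38 with m19028, and the library labelled m19089 at 0 HAI, replicate 4, had r = 0.60 with m19028 and -0.36 with m19089. All labels were kept as given, and values without these libraries are stated where a call depends on them.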

Time-course ATAC-Seq datasets were compared to their corresponding RNA-Seq by classifying genes into differentially accessible (DA) differentially expressed (DE) and for each pairwise comparison of wild-type progenitor versus each of the other three mutants at each timepoint. Gene expression in barley can be regulated at large genomic distances from the gene promoter by distal *cis*-regulatory elements linked to their target genes through chromatin interactions^28^. Therefore, to test for correlation at the genomic scale, genes were binned into 1 Mb and 10 Mb groups and tested for enrichment of differentially accessible regions using a hypergeometric test. 

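Genes were compared by the number of libraries with at least 1 promoter-TSS peak assigned to them, 16 of a mutant against 16 of CI16151, with Fisher's exact test (two-sided) and Benjamini-Hochberg adjustment over 12201, 13109 and 12305 genes with a promoter peak in at least 4 of the 32 libraries compared and without one in at least 4. At an adjusted p of at most 0.005, 18 genes differed in m18982 (3 gained and 15 lost a peak), 10 in m19089 (5 gained and 5 lost) and 4 in m19028 (1 gained and 3 lost). On simulated data with an almost complete gain or loss (a chance of a peak of 0.95 against 0.05 per library), 199 of 200 changed genes were called and 0 of the unchanged ones. These chances were the same in every library, whereas the real libraries had a promoter peak at between 389 and 12919 genes. The recovery therefore does not show how many real gains or losses were missed. With the replicate block, as an exact sign test over the 16 pairs, 0 genes passed in any mutant and 497, 336 and 258 genes had an unadjusted p under 0.05, but the smallest p that 16 pairs allow is 3.05e-05, too large to pass over so many genes unless many reach it. Without the library labelled m19089 at 0 HAI, replicate 4, 18 genes passed in m19089. In m19028, 9 genes passed without the library labelled m19028 at 0 HAI, replicate 4, and 8 without that of CI16151 at 16 HAI, replicate 3. The files pair no identifier with a symbol for these genes. Under the rule for named genes, ties were broken by p, chromosome and position, so that HORVU.MOREX.r3.7HG0648810 and HORVU.MOREX.r3.7HG0744040 (m18982) and HORVU.MOREX.r3.6HG0538650 (m19028), each in 15 libraries of CI16151 and 0 of the mutant, are not described further. HORVU.MOREX.r3.5HG0532580, with its promoter peak near 576520661 on 5H, had the peak in 15 of 16 libraries of CI16151, 7 of m18982, 0 of m19089 and 0 of m19028 (adjusted p = 0.000371 for m19089 and 0.000348 for m19028 from the exact test). HORVU.MOREX.r3.3HG0320950, near 598152213 on 3H, had it in 15 libraries of m18982, 2 of m19089, 1 of m19028 and 0 of CI16151 (adjusted p = 0.00023). HORVU.MOREX.r3.5HG0500100, near 503636846 on 5H, had it in 15 libraries of m19089, 11 of m19028, 9 of m18982 and 0 of CI16151 (adjusted p = 0.000371 for m19089). These gene calls kept the threshold under 2 to 4 of 11 alternatives. With any peak within 2000 bp of the TSS, none passed, and the adjusted p was 0.935 for HORVU.MOREX.r3.3HG0320950 (range 0.00023 to 0.935), 1 for HORVU.MOREX.r3.5HG0500100 (0.000288 to 1), and 0.414 in m19089 and 0.106 in m19028 for HORVU.MOREX.r3.5HG0532580 (0.000368 to 0.414 and 0.000231 to 0.376). A one-sided hypergeometric test of the called genes among the tested ones found 0 of 427 windows of 10 Mb enriched in each mutant, with 5, 3 and 3 windows at an unadjusted p under 0.05 and a lowest adjusted p of 0.151, 0.349 and 0.0556. This count also rested on single libraries. Without the library labelled m19089 at 0 HAI, replicate 4, 1 window passed in m19089, on 7H from 10 to 20 Mb (4 of 105 genes). Without the library labelled m19028 at 0 HAI, replicate 4, 1 window passed in m19028, on 6H from 0 to 10 Mb (3 of 58 genes), and 1 passed without CI16151 at 0, 16 or 32 HAI, replicate 3.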

A similar test was performed for enrichment in differentially expressed genes, and the significant regions were compared. 

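Over the 4 time points, the share of peaks differed from CI16151 in 6 windows of 10 Mb in m18982 (2 higher and 4 lower), in 0 in m19089 and in 4 in m19028 (all lower). In m19089, 28 windows had an unadjusted p under 0.05 in limma and the lowest adjusted p was 0.0187. Without the library with the fewest peaks, m19028 at 16 HAI, replicate 4, a setting chosen after seeing the data, 21, 9 and 11 windows passed. With quantile normalization 29, 27 and 6 windows passed. The largest decrease was on 1H from 10 to 20 Mb, with 41.3 ± 6.90 peaks per 10000 peaks (SD, n = 16 libraries) in CI16151, 26.4 ± 5.79 in m18982, 37.7 ± 5.46 in m19089 and 25.4 ± 7.37 in m19028. Its log2 change was -0.64 in m18982 (standard error 0.11, adjusted p = 7.18e-05) and -0.78 in m19028 (standard error 0.11, adjusted p = 1.74e-06). From the 3657 highest-scoring peaks of each library the change had the other sign, 0.40 (adjusted p = 0.184) in m18982 and 0.04 (adjusted p = 0.930) in m19028. Over the 19 alternatives the adjusted p ranged from 5.58e-09 to 0.207 and from 1.67e-10 to 0.930. The largest increase was on 5H from 140 to 150 Mb in m18982, with a log2 change of 0.60 (standard error 0.12, adjusted p = 0.000506), which passed under 12 of 19 alternatives (adjusted p = 2.22e-08 to 0.0558). Among those it did not pass were the model without the replicate block (0.58, adjusted p = 0.00614) and the libraries of each tray added together (0.46, adjusted p = 0.0143). In windows of 1 Mb, 69 differed in m18982 (24 higher and 45 lower), 60 in m19089 (27 higher and 33 lower) and 33 in m19028 (3 higher and 30 lower), 124 windows in all. Without the replicate block 46, 31 and 26 windows passed, and with replicates 3 and 4 only 11, 3 and 2. With the libraries of each tray added together (4 trays against 4), 6, 6 and 1 windows of 10 Mb and 88, 93 and 38 of 1 Mb passed, the latter with 58, 58 and 27 of the calls above. On 1H from 12 to 13 Mb, CI16151 had 9.26 ± 2.89 peaks per 10000 (SD, n = 16), m18982 0.962 ± 0.563, m19089 7.37 ± 2.44 and m19028 1.61 ± 2.66, with log2 changes of -3.21 in m18982 (standard error 0.22, adjusted p = 1.54e-18) and -3.0 in m19028 (standard error 0.21, adjusted p = 4.12e-18). The library labelled m19028 at 0 HAI, replicate 4, had 11.5 there and the others of m19028 at most 1.61, while the library labelled m19089 at 0 HAI, replicate 4, had 0.439 and the others of m19089 at least 4.96. Unplaced sequence from 1 to 2 Mb had 19.8 ± 10.1 peaks per 10000 in m19089 and 0.641 ± 0.412 in CI16151, a log2 change of 4.36 (standard error 0.44, adjusted p = 4.52e-11). On 5H from 141 to 142 Mb, m18982 had 4.56 ± 1.99 and CI16151 0.491 ± 0.535, a log2 change of 2.71 (standard error 0.25, adjusted p = 2.11e-12). These changes passed under all their alternatives but 1, on unplaced sequence (adjusted p = 6.91e-30 to 0.00544 over 19). Changes at lower numbers of peaks were called on 1H from 68 to 69 Mb in m19089 (log2 change -1.59, standard error 0.28, adjusted p = 8.67e-05) and on 6H from 328 to 329 Mb in m19028 (log2 change 1.20, standard error 0.24, adjusted p = 0.00112). The change on 1H passed under 12 of 17 alternatives, with log2 changes of -2.05 to -0.10 and adjusted p of 3.57e-06 to 0.944, and the change on 6H under 7 of 17, with adjusted p of 0.000553 to 0.125. The expression data needed for the correlation itself were not analysed here.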

Figure 2a shows the results from this analysis, showing a strong correlation between differentially expressed and differentially distant accessible regions for both 1 and 10 Mb windows. 

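Windows of 1 Mb that differed between a mutant and CI16151 were not spread evenly over the genome. Of the 124 called windows, 35 (28.2%) lay in 9 regions that held 262 (6.19%) of the tested windows. The regions are 0 to 20 Mb on 1H, 2H, 6H and 7H, 560 to 590 Mb on 3H, 4H and 5H, and 600 to 660 Mb on 2H and 7H. Windows with more peaks are easier to call, and the regions were not compared with others of a like number of peaks. For each region the share of peaks was compared in the 16 pairs of libraries of the same time point and replicate. The comparison used log2 of the share with 0.5 added to the number of peaks in the region. It was tested by an exact two-sided sign-flip permutation test adjusted over 39 comparisons. In m18982 and m19028 the mean difference was negative in every region compared. Regions that the paper does not name were not compared, so a shift over the whole library is not separated from local differences. On 6H from 0 to 20 Mb the share was lower in each mutant, by a mean log2 difference of -0.32 ± 0.30 in m18982 (SD, lower in 15 of 16 pairs, adjusted p = 0.00298), -0.20 ± 0.18 in m19089 (15 of 16, adjusted p = 0.00595) and -0.42 ± 0.57 in m19028 (15 of 16, adjusted p = 0.00565). On 7H from 0 to 20 Mb it was higher in m19089 in 16 of 16 pairs (0.20 ± 0.20, adjusted p = 0.00119), and not detectably different in m18982 (-0.16, adjusted p = 0.0889) or m19028 (-0.27, adjusted p = 0.153). On 1H from 0 to 20 Mb it was lower in m18982 (-0.24, 13 of 16 pairs, adjusted p = 0.0266) and m19028 (-0.39, 14 of 16 pairs, adjusted p = 0.0266). On 2H from 0 to 20 Mb no difference passed 0.05 (lowest adjusted p 0.0857). From 560 to 590 Mb, m19028 had a lower share on 3H (-0.28, 14 of 16 pairs, adjusted p = 0.00595), 4H (-0.33, 13 of 16 pairs, adjusted p = 0.00555) and 5H (-0.37, 14 of 16 pairs, adjusted p = 0.00595), and m18982 on 4H (-0.19, 13 of 16 pairs, adjusted p = 0.0309). From 600 to 660 Mb, m19028 had a lower share on 2H (-0.21, 14 of 16 pairs, adjusted p = 0.00886), and no difference passed on 7H (lowest adjusted p 0.0889). In m19028 the difference at 0 HAI was -0.24 on 6H and no farther from 0 than -0.09 in the other 5 of these regions. On 1H it was -0.85, -0.63 and -0.01 at 16, 20 and 32 HAI, and on 5H -0.74, -0.56 and -0.14. Chromosome 5H as a whole showed no difference past 0.05 (lowest adjusted p 0.134) but held 24 called windows of m18982, 7 of m19089 and 2 of m19028. The differences that passed were kept in only 4 of 11 alternatives on 1H in m18982 (adjusted p = 0.0131 to 0.721) and m19028 (0.0109 to 0.638) and on 4H in m18982 (0.0309 to 0.516), and in 6 or 7 of 11 in the other cases (adjusted p up to 0.953). Averaged per tray, all 14 differences past 0.05 among the 39 comparisons had the same direction in 4 of 4 replicates. They were chosen on the same libraries, and some comparisons that did not pass had it too, such as 1H from 0 to 20 Mb in m19089. The shared direction is thus no separate support, and an exact test over 4 replicates reaches no p below 0.125. Other regions passed 0.05 under 1 of the 11 alternatives alone. These were 7H from 0 to 20 Mb and from 600 to 660 Mb in m19028 without replicate 4 (lowest adjusted p of 0.0171 and 0.0394, highest of 0.582), 5H as a whole in m18982 without replicate 3 (0.019 to 0.946), and 5H from 560 to 590 Mb in m19089 with the highest-scoring peaks (-0.29, adjusted p = 0.0232 in a range of 0.0232 to 0.436). With the 3657 highest-scoring peaks of each library, a setting chosen for these regions after seeing the data, the sign changed on 1H in m18982 (0.86) and m19028 (0.59), on 6H in m18982 (0.17) and on 7H in m19089 (-0.13).

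**Figure D3:**
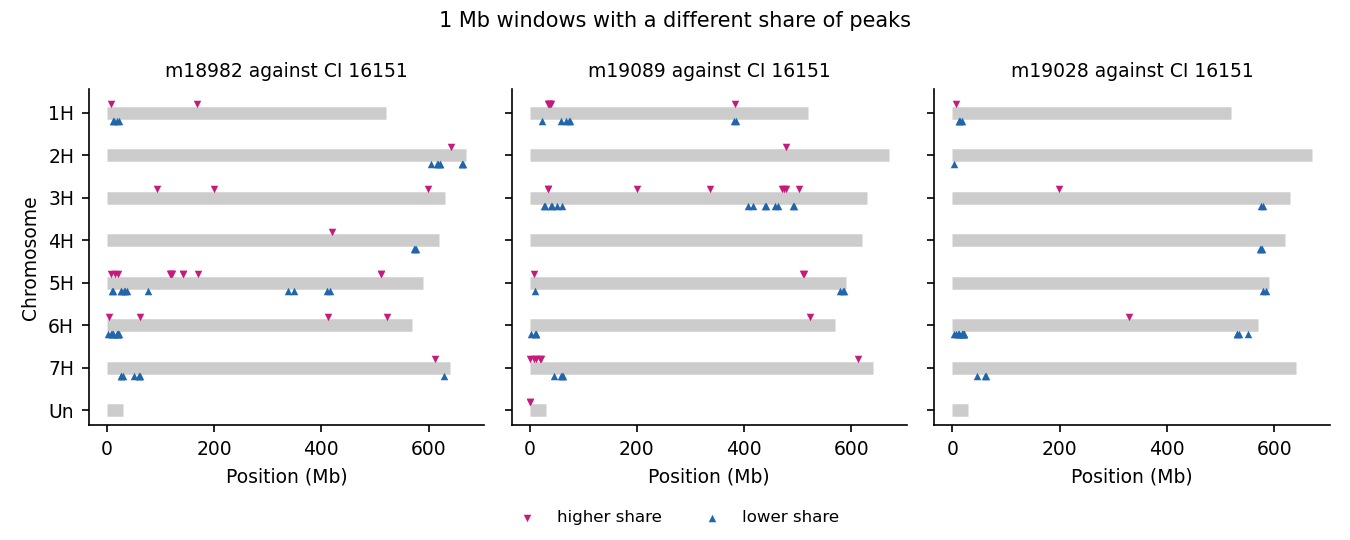
Windows of 1 Mb called between each mutant and CI16151, over their position in Mb (horizontal axis) on each chromosome (vertical axis, Un for unplaced sequence). Triangles above a chromosome mark a higher share of peaks in the mutant and triangles below it a lower share.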

Across time, a strong correlation between differential accessibility and expression was observed at positions 0 to 20 Mb on chromosomes 1H, 2H, 6H and 7H; 560 Mb to 590 Mb on chromosomes 3H, 4H, and 5H; between 600 Mb to 660 Mb on chromosomes 2H and 7H; and chromosome 5H from 0 to across multiple locations. Most of these genomic locations that were differentially accessible at early timepoints and differentially expressed later in the time course. These observations provided validation of the ATAC-Seq data as chromatin accessibility may enable transcription factor binding and activation.

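When each mutant was compared with CI16151 at single time points, 0 windows of 10 Mb passed at 0 HAI, 1 at 16 HAI, 0 at 20 HAI and 0 at 32 HAI. In limma, 22, 48, 168 and 103 windows had an unadjusted p under 0.05 in at least 1 mutant. The called window was 1H from 10 to 20 Mb in m19028 at 16 HAI (log2 change -1.05, standard error 0.21, adjusted p = 0.00411), which passed under 6 of 18 alternatives (adjusted p = 0.0019 to 0.813). Without m19028 at 16 HAI, replicate 4, the counts were 4, 2, 24 and 6. Left out singly, other libraries moved the count at 16 HAI to between 0 and 7 and those at 20 and 32 HAI to at most 3. The difference between genotypes did not change detectably with time. An F test of the 9 interaction terms of genotype and time called 0 windows of 10 Mb (6 with an unadjusted p under 0.05) and 0 with any single library left out. A change with time was not simulated, so the size of change that this test could detect is unknown. Windows of 1 Mb called from the libraries of 16, 20 and 32 HAI alone had the same direction at 0 HAI in 59 of 65 cases in m18982, 33 of 33 in m19089 and 29 of 33 in m19028. The mean log2 difference at 0 HAI in the later direction was 0.70 ± 0.46 over 12 pairs of libraries, 11 of them in that direction (exact two-sided sign-flip permutation test, p = 0.000977). The exception was the library labelled m19028, replicate 4 (-0.11). Without the libraries labelled m19089 and m19028 at 0 HAI, replicate 4, the mean was 0.83 ± 0.35 over 10 pairs (10 of 10, exact p = 0.00195). Pairs of 1 replicate share a library of CI16151, so these exact p-values treat pairs as independent that are not. An exact test over 4 replicates reaches no p below 0.125. The paper reports a strong correlation of differential accessibility and expression in the regions it names. Most of these, it states, were differentially accessible early and differentially expressed later. It takes these observations as support for the ATAC-Seq data, since accessibility may enable transcription factors to bind and activate.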

**Fig. 2:**
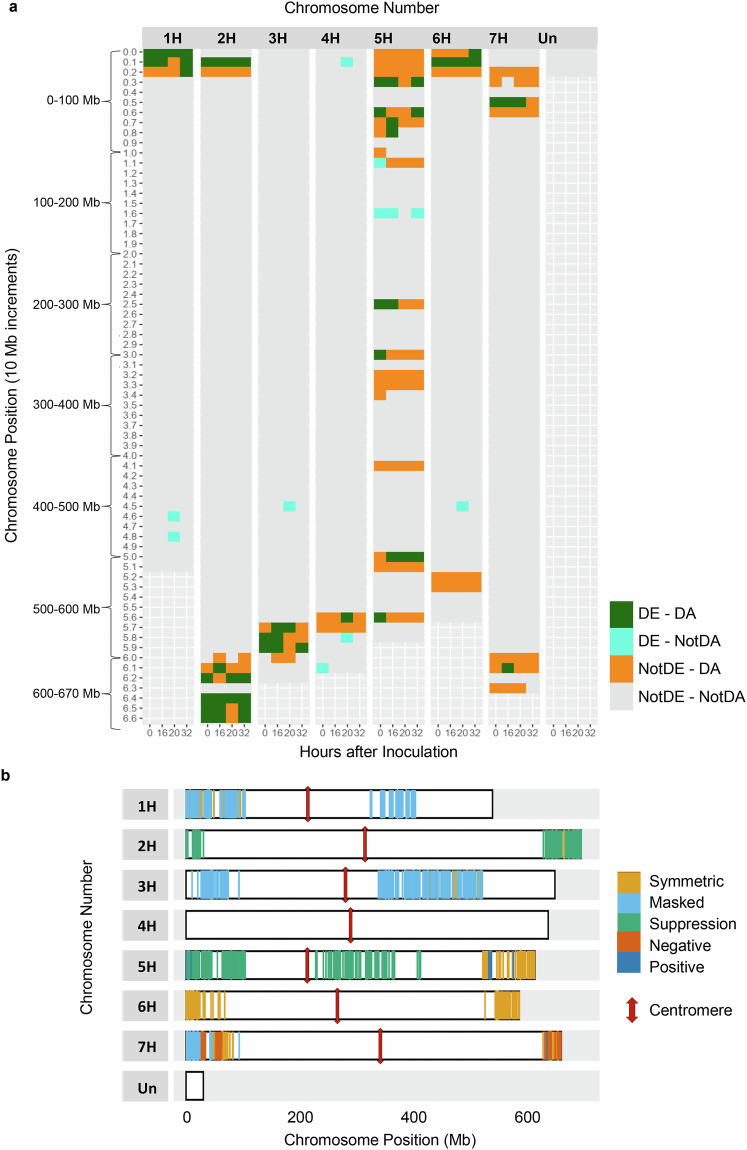
Correlation between ATAC-Seq and RNA-Seq data. (**a**) Correlation in the enrichment of DE and DA genes by genomic locations. Genes were binned in 1 Mb and 10 Mb windows and represented by chromosomal locations by separating each chromosome and bin. (**b**) Chromosome epistatic hotspots using ATAC-Seq. An epistasis model^6^ was applied to the ATAC-Seq data and epistatic chromatin hotspots were represented in five categories: symmetric, masked, suppression, positive and negative epistasis. Morex V3 centromere positions^29^ are indicated by double ended red arrows.

An epistasis model to identify interactions between two genes in host immunity, the NLR-encoding *Mla6 and* the basal defense regulator *Bln1*, was also used to compare the two omic datasets. Sequenced genotypes comprised of CI 16151 wild-type progenitor (*Mla6, Bln1*), single mutants m18982 (*mla6, Bln1*) and m19089 (*Mla6, bln1*), and the double mutant m19028 (*mla6, bln1*) facilitated the evaluation of complex genetic models (*i.e*., genetic interactions) between *Mla6* and *Bln1*^6^. RNA-Seq analysis showed a genetic interaction between *Mla6* and *Bln1* with gene expression deviating from additive effects. Epistatic categories such as masked (where one gene’s effect hides the other), suppression (the inverse of masking) and symmetric (where mutants have similar effects) were observed in the dataset^6^. A similar analysis using the ATAC-Seq data showed congruent results, demonstrating that the epistatic relationship between *Mla6* and *Bln1* can be correlated to changes in chromatin accessibility. 

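Departure from additive effects was measured on the log2 scale as m19028 minus m18982 minus m19089 plus CI16151, averaged over the 4 time points in limma. In windows of 1 Mb, 46 of 4230 departed from additivity (21 higher and 25 lower), between 37 and 51 with any single library left out. In windows of 10 Mb, 0 did (26 with an unadjusted p under 0.05 and a lowest adjusted p of 0.0127). At 10 Mb 6 passed without m19028 at 16 HAI, replicate 4, and at most 2 without another single library. The alternative that moved the count at 1 Mb most was replicates 3 and 4 only, with 2 windows, without the replicate block 27 windows passed, and with the libraries of each tray added together 71, among them 45 of the 46. The largest increase was on 5H from 337 to 338 Mb (1.91, standard error 0.25, adjusted p = 1.7e-07), where m18982 had 0.334 ± 0.207 peaks per 10000 (SD, n = 16), CI16151 1.35 ± 0.571, m19089 1.22 ± 0.488 and m19028 1.19 ± 0.546. It passed under 12 of 16 alternatives (0.24 to 2.12, adjusted p = 7.65e-08 to 0.629). The largest decrease was on unplaced sequence from 1 to 2 Mb, kept in 15 of 18 alternatives (-4.59 to -0.82, adjusted p = 4.24e-21 to 0.629), the smallest with the highest-scoring peaks (-4.02 in the main setting, standard error 0.61, adjusted p = 4.06e-06), where the library labelled m19028 at 0 HAI, replicate 4, had 34.5 peaks per 10000 and the others of m19028 at most 1.36, and that labelled m19089 at 0 HAI, replicate 4, had none and the others of m19089 between 8.52 and 42.2. Without these libraries 48 windows of 1 Mb passed, 44 of them among the 46. Windows called from 16, 20 and 32 HAI alone had the same direction at 0 HAI in 36 of 36 cases, with a mean of 1.04 ± 0.65 in the later direction over 4 replicates, positive in 4 of 4 (exact sign-flip permutation test, p = 0.125, the smallest that 4 replicates allow). From congruent results in RNA-Seq and ATAC-Seq, the paper concludes that the epistatic relationship between Mla6 and Bln1 can be correlated to changes in chromatin accessibility.

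**Figure D4:**
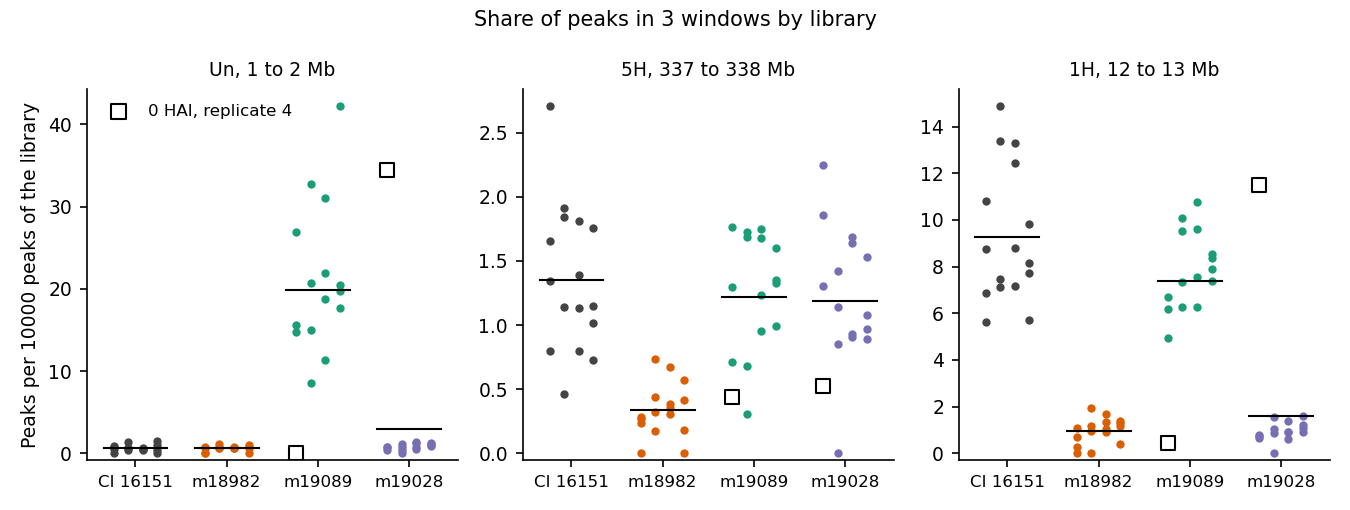
Peaks per 10000 peaks of the library (vertical axis) in 3 windows of 1 Mb for the 16 libraries of each genotype (horizontal axis, points ordered by time point), with the mean as a line. Open squares mark the libraries labelled m19089 and m19028 at 0 HAI, replicate 4, at none and 34.5 on unplaced sequence.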

Figure 2b illustrates the chromosome hotspots enriched in each of the epistatic regions. 

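The 46 windows of 1 Mb were sorted by which genotypes passed the threshold against CI16151. A window was counted as suppression when exactly 1 single mutant differed and m19028 did not, as masked when the single mutants differed in opposite directions and m19028 differed too, as symmetric when all 3 mutants differed in the same direction, and as positive or negative when m19028 differed otherwise. These rules were set here, since the text does not give the numerical rules of the method it cites. The text does not ask for opposite directions in masking, so the rule used here is narrower. The rules gave 34 windows of suppression, 2 symmetric, 1 negative, 0 masked and 0 positive, and 9 that met none of these rules. Without the libraries labelled m19089 and m19028 at 0 HAI, replicate 4, there were 36 windows of suppression, 2 symmetric and 1 negative.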

Comparisons with the RNA-Seq epistatic hotspots^6^ indicated an overlap of 100% with ATAC-Seq in the chromosome 2H and 5H through symmetric epistasis; chromosome 1H, 3H and 7H are linked to masked epistasis and chromosome 2H and 5H are associated with suppression epistasis. Other hotspots found to be enriched with epistatic accessible regions include chromosomes 1H, 6H and 7H with symmetric epistasis and chromosomes 1H and 3H with masked epistasis. 

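By chromosome, suppression was found in 13 windows of 1 Mb on 5H, 7 on 3H, 6 on 7H, 3 on 1H, 3 on 2H and 2 on unplaced sequence. The 2 symmetric windows and the negative window lay on 6H, and the 9 unsorted ones on 5H (4), 7H (3), 1H (1) and 6H (1). On 4H 0 windows departed from additivity in limma. The hotspots of RNA-Seq were not analysed here.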

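In the first 100 Mb of 7H, 7 windows of 1 Mb departed from additivity (3 higher and 4 lower). In the last 10 Mb of 2H, from 656 to 666 Mb, there were 2 (both higher) and in the first 10 Mb 0, a length of the ends chosen after the data were seen. Against CI16151, the share of peaks in the first 100 Mb of 7H was lower in m18982 (log2 difference -0.18 ± 0.21, SD, 13 of 16 pairs, adjusted p = 0.0159 from the exact sign-flip permutation test) and in m19028 (-0.27 ± 0.60, 14 of 16 pairs, adjusted p = 0.036). The difference in m18982 was kept in 5 of 11 alternatives (adjusted p = 0.0159 to 0.613) and that in m19028 in 3 (adjusted p = 0.0119 to 0.582). In m19028 it lay mostly at 16 HAI (-0.69, against -0.03, -0.28 and -0.06 at 0, 20 and 32 HAI), and without the library with the fewest peaks, replicate 4 of 16 HAI, it was -0.12 (adjusted p = 0.0697). In m19089 it was not detectably different (-0.01 ± 0.15, 8 of 16 pairs, adjusted p = 0.780). In the last 10 Mb of 2H it was lower in m18982 (-0.38 ± 0.36, 13 of 16 pairs, adjusted p = 0.00595) but had the other sign with the 3657 highest-scoring peaks of each library (0.17), and was kept in 7 of 11 alternatives (adjusted p = 0.00595 to 0.588). The first 10 Mb of 2H showed no difference past 0.05 (lowest adjusted p 0.0799).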

Notably, the ends of chromosome 2H and 7H positions 0 to 100 Mb are hotspots for multiple types of epistasis, indicating some overlap in genetic interaction at the chromatin level.

## Data Availability

Infection-time-course RNA-Seq datasets are available at NCBI-GEO under accession number GSE101304 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE101304).

How the deposited data were processed for this re-analysis (not part of the article)

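The data are ATAC-Seq peaks from first leaves of barley inoculated with powdery mildew, 64 libraries in all. They come from 4 genotypes (CI16151, m18982, m19089, m19028), 4 time points (0, 16, 20, 32 HAI) and 4 biological replicates. The labels say that the replicates were collected in 2 rounds but not which replicates belong to which round, so no round was assigned.

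According to the authors' methods and the file headers, the reads were processed with nf-core/atacseq 2.1.2. They were trimmed, aligned with Hisat2 to Morex V3 with Bln1 added, and freed of duplicates, multi-mapping reads, reads with more than 4 mismatches, soft-clipped reads and inserts over 2 kb. MACS2 then called narrow peaks in each library alone, and HOMER annotated them against the high-confidence gene models. The score values are, as deposited by the authors, the MACS2 peak score of each peak in its own library, in whole numbers from 10 upward, and they are not comparable between libraries. The distance values are, per the file headers, HOMER distances in bp from the peak centre to the nearest TSS, negative upstream. The MACS2 threshold is not stated. Read counts, RNA-Seq data and the authors' differential tables were not analysed here, so the authors' DESeq2 analysis of read counts was not repeated.

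The files were read with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Windows were tested in R 4.3.3 with limma 3.58.1, and figures were drawn with matplotlib 3.10.9. A share of 5% in the library with the fewest peaks (3657) rests on fewer than 200 peaks, and windows of 1 Mb often hold none there, which is why voom weights were used.

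Windows of 10 Mb and 1 Mb were compared with limma-voom on the number of peaks whose centre lies in the window, scaled by the total number of peaks, with 16 groups of genotype and time point, the replicate number as a block, a minimum of 10 peaks per window and an adjusted p of at most 0.005 (Benjamini-Hochberg). The numbers of the replicates carry information, since deviations from the group means had a median correlation of 0.484 between libraries of the same replicate number and -0.186 between different numbers, but 0.0955 within replicate 3. The 4 libraries of 1 genotype and replicate share a tray but are treated as independent. Departure from additivity was m19028 minus m18982 minus m19089 plus CI16151. Genes were compared by the number of libraries with a promoter-TSS peak with Fisher's exact test (16 libraries against 16), and windows of 10 Mb by a hypergeometric test on the called genes. Windows of 100 kb were counted when they held a peak in at least 8 of 16 libraries of CI16151 and in none of a mutant, and with the genotypes exchanged. Regions that the paper names were compared by exact sign-flip permutation over 16 pairs of libraries.

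The genes and windows named in the text follow a rule set before the data were examined. It takes every gene and region the paper names, the genes that lost and gained a promoter peak with the largest difference in number of libraries (up to 2 in each direction over the 3 mutants, where 1 gene was called in 2 mutants and ties were broken by p, chromosome and position), the called window with the largest decrease and increase of each contrast, and the longest run of windows of 100 kb without a peak in each mutant.

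The tests, thresholds and 26 alternative settings were chosen before the data were examined. The alternatives changed how libraries are combined, the peak threshold, the depth, the scaling, the weights, the pseudocount, the replicate block, the filters, the window size, the adjusted p threshold and the libraries used. The settings added after seeing the data leave out m19028 at 16 HAI, replicate 4, or the libraries labelled m19089 and m19028 at 0 HAI, replicate 4, or each single library in turn, or add together the libraries of a tray, and apply planned settings to further results (the shares with an equal number of peaks, the named regions, the Bln1 genes). The distance of 1000 bp at the Bln1 genes, the check of the labels, the splits of whole trays, the length of 10 Mb for the ends of 2H, the bins of the distance to the TSS, the tests between libraries and the comparison of genes between 0 HAI and later were also chosen after seeing the data. No library was relabelled or left out of the main values.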

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

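The tests of the interaction at 0 HAI and the counts of splits for the gained windows and of whole trays were set before their results were seen, and the tests of gained windows at 0 HAI, of the sorting of the interaction windows, of the Bln1-1 peaks and of the share of promoter peaks at an equal number of peaks were chosen after the result was seen.

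In groups of 4 libraries of 1 genotype and time point, 11 values lay far from the other 3 by Dixon's test, among 112 groups (7 measures in 16 groups), where about 1 in 20, or 5.6, would do so by chance. All 11 came from replicates 3 or 4. The library labelled m19028 at 0 HAI, replicate 4, had 59.8% intergenic peaks (the others 82.1% to 85.8%), 21.0% promoter-TSS peaks (3.17% to 6.02%) and 8.20% TTS peaks (2.44% to 3.15%). The library of m18982 at 16 HAI, replicate 4, had 10.0% promoter-TSS (6.04% to 6.41%), 5.79% intronic (4.48% to 4.67%) and 6.04% TTS peaks (3.23% to 3.42%). The others were m19028 at 16 HAI, replicate 4, with 10.7% TTS peaks (2.88% to 4.21%), m19028 at 32 HAI, replicate 3, with 2.54% exonic peaks (5.59% to 6.18%), m19089 at 32 HAI, replicate 3, with 4.84% exonic peaks (6.04% to 6.16%), CI16151 at 0 HAI, replicate 3, with 7.06% intronic peaks (3.68% to 4.15%), and m18982 at 32 HAI, replicate 3, with 2.25% intronic peaks (4.56% to 4.88%).

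A candidate explanation for the values of promoter-TSS peaks is the number of peaks called. Replicates 3 and 4 had a promoter-TSS share 4.78 percentage points above replicates 1 and 2 with all peaks, mostly from replicate 4 (14.2%, median 22371.5 peaks), while replicate 3 (7.60%) held almost as few (28656.5) and lay nearer to replicates 1 and 2 (5.95% and 6.32%). For both, the difference was -7.54 points when each library was reduced to its 3657 highest-scoring peaks (16.2% ± 7.51 against 23.8% ± 7.87, SD). This does not decide the question, because the setting keeps the strongest few of a library with many peaks and most of a library with few, and peaks above the median score held 12.0% promoter-TSS peaks against 8.52% of all peaks. The libraries named above held 19150, 13582 and 3657 peaks in replicate 4 and 27867, 75265, 25876 and 105751 in replicate 3, in the order given. The number of peaks and the round of collection cannot be told apart, because the labels do not say which replicates belong to which round. The exonic and intronic values were not tested further, and no biological explanation was tested.

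The 4 lines departed from additivity in 46 windows of 1 Mb, the test of the interaction itself. Chance as the whole cause is argued against, with no adjustment for the number of counts tested by splits. Among 100 splits of the libraries 1, the real one, gave as many windows, and with trays as the unit, added after seeing the data, limma called 71, 45 of the 46 among them (lowest adjusted p 4.40e-10). Of 100 splits that exchanged whole trays among the 4 lines 3 gave as many (84 in one, median 0), so the number itself is less certain. A response to the inoculation as the whole cause is argued against by the libraries of 0 HAI, where windows chosen on the later libraries had a mean interaction of 1.04 ± 0.65 (SD, 4 replicates, exact sign-flip permutation p = 0.125, the smallest that 4 replicates allow) in the later direction, with 4 of 4 replicates positive and the lowest, replicate 4, at 0.14. Replicate 4 holds the libraries labelled m19089 and m19028 that resemble each other's genotype, and without them the mean was 1.34 ± 0.30 over 3 replicates. Of the 46 windows, 34 differed from CI16151 in 1 single mutant and not in m19028. Such a pattern may come from a segment of the chromosome that 1 single-mutant line carries and the other lines do not, or from an interaction of Mla6 and Bln1, and the 34 leave this open. With 1 line per genotype, no departure among all 46 can be assigned to the mla6 and bln1 mutations.

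In 13 cases (10 distinct windows of 100 kb, 5 in m18982, 6 in m19089 and 2 in m19028) a mutant had a peak in at least 14 of its 16 libraries and CI16151 in 0. Chance is argued against, since 1 of 100 splits of the libraries and 1 of 100 splits of whole trays, the real one, gave as many. This is the smallest share that 100 splits allow, and it was not adjusted for the number of counts tested. Loss of a window's own sequence in the mutant cannot give a gained peak in it, but an effect of a deletion elsewhere was not tested. A response to the inoculation as the whole cause is argued against by 18 windows chosen on the later libraries, in which 68.1% of the mutant libraries of 0 HAI had a peak, against 4.17% of those of CI16151. What stays open is a variant of the line against the reference or against CI16151, for example sequence that reads of 1 line map to and those of the other do not, and a difference of accessibility that is present before the fungus acts. Reads were not analysed here, so these were not tested.

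A peak at Bln1-1 was called in 17 of 24 libraries of CI16151 and m18982 after 0 HAI and in 0 of 8 libraries of 0 HAI (exact permutation test within genotype and replicate, one-sided, p = 0.000732). The number of peaks per library does not account for it as the whole cause. The first test compared the number of peaks at 0 HAI with the mean of the later libraries and was undecided (mean log2 difference -0.09 ± 0.67, more peaks at 0 HAI in 4 of 8 pairs, exact p = 0.727), and it was replaced after its result was seen. The test that replaced it found the peak in 8 of the 12 later libraries that held fewer peaks than the library of 0 HAI of the same genotype and replicate. A change of accessibility after inoculation may therefore explain the peaks, as a hypothesis, since it was found and tested on the same 32 libraries. The design has no leaves sampled at the same hours without the fungus, so the time of day or age of the leaf is not separated from the inoculation.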

How the results depend on the processing

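The leave-out of the library with the fewest peaks (m19028 at 16 HAI, replicate 4), the leave-out of the libraries labelled m19089 and m19028 at 0 HAI, replicate 4, the single-library leave-outs, the libraries of a tray added together, the shares at an equal number of peaks, and all settings for Bln1 and the named regions were chosen after seeing the data; the other settings were planned. Counts are given for m18982, m19089 and m19028 in this order unless stated. Except where the setting itself shows the cause (fewer libraries, another threshold, another window size), the cause was not tested.

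Over 29 settings, 1152 values beside the main ones were computed. Of 66 values of the shares, 56 stayed within 1 SD between libraries. Of 217 values of named windows, 167 kept direction and side of the threshold, 48 no longer passed and 2 changed sign. Of 429 values of named regions, 351 kept both, 69 no longer passed, 4 newly passed and 5 changed sign. Of 44 values of named genes 11 kept both and 33 no longer passed, and of 36 values at Bln1 32 kept both and 4 no longer passed. Counts within 1.5 times the main count were 99 of 173 for windows of 10 Mb, 42 of 79 for windows of 1 Mb, 3 of 36 for genes, 30 of 36 for enriched windows and 12 of 36 for windows of 100 kb.

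For the shares, consensus regions gave 92.5% intergenic, 1.86% promoter-TSS, 2.33% exonic, 2.06% intronic and 1.26% TTS. The same number of top peaks per library gave 63.6% intergenic, 20.0% promoter-TSS, 8.20% exonic and 2.32% intronic peaks, with 87.1% of the promoter peaks 0 to 1000 bp upstream of the TSS. Consensus regions weigh regions found in 1 library like those found in all, and the top peaks are the strongest ones, so these settings change what is counted.

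With an adjusted p of at most 0.05 in place of 0.005, windows of 10 Mb numbered 12, 1 and 13, with 6 at 20 HAI, 2 at 32 HAI and 3 for the interaction; windows of 1 Mb 204, 98 and 99, with 82 for the interaction; genes 62, 24 and 13; and enriched windows 4, 2 and 1.

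Without the replicate block, windows of 10 Mb numbered 2 in m19028, 0 at 16 HAI and 1 at 20 HAI, and windows of 1 Mb 31 in m19089 and 26 in m19028 and 27 for the interaction, and m18982 had 46. With the depth covariate beside the replicate block, m19089 had 4 windows of 10 Mb and 0 passed at 16 HAI.

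Unweighted with a pseudocount of 0.5, windows of 10 Mb numbered 3 in m18982 and 2 in m19028, and windows of 1 Mb 43 in m18982, 17 in m19089 and 20 for the interaction. Unweighted with a pseudocount of 0.05, windows of 10 Mb numbered 0 in m18982, 1 in m19028 and 0 at 16 HAI, and windows of 1 Mb 16, 7 and 12, with 8 for the interaction. With quantile normalization, windows of 10 Mb numbered 29 in m18982 and 27 in m19089, 22 at 0 HAI, 4 at 16 HAI, 22 at 20 HAI, 6 at 32 HAI and 27 for the interaction, and windows of 1 Mb 82 for the interaction.

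With peaks above the library's median score, windows of 10 Mb numbered 1 in m18982, 0 in m19028, 0 at 16 HAI, 2 at 20 HAI, 2 at 32 HAI and 1 for the interaction; windows of 1 Mb 20, 14 and 9, with 14 for the interaction; genes 11, 3 and 1; and windows of 100 kb without any peak 13 in m18982 and 4 in m19089. With the same number of top peaks per library, windows of 10 Mb numbered 1 in m19089, 1 in m19028, 0 at 16 HAI, 1 at 20 HAI and 1 for the interaction, and windows of 1 Mb 26, 13 and 17, with 12 for the interaction. Of these, 8, 5 and 3 windows were among the main calls of the same mutant, and 5 for the interaction. Of the main calls of 1 Mb that this setting still tested, 35 of 52, 31 of 50 and 22 of 29 kept their sign, and 25 of 36 for the interaction, so that the others changed it.

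Among the named windows and regions that passed in the main setting, the sign changed with the same number of top peaks per library and with no other setting run. This held on 1H from 10 to 20 Mb in m18982 (0.40) and m19028 (0.040), and in the regions 1H 0 to 20 Mb in m18982 (0.86) and m19028 (0.59), 6H 0 to 20 Mb in m18982 (0.17), 7H 0 to 20 Mb in m19089 (-0.13) and the last 10 Mb of 2H in m18982 (0.17). Among the calls of 1 Mb, m19089 kept its sign in 59 of 60 with peaks above the library's median score and in 59 of 60 with replicates 3 and 4 only. For the windows and regions with a changed sign, the direction therefore holds for all called peaks and not for the strongest ones. On 1H from 10 to 20 Mb the changed values did not pass in limma (adjusted p = 0.184 in m18982 and 0.930 in m19028). The other named windows that this setting tested kept their direction. Examples are 5H from 140 to 150 Mb in m18982 (2.54) and unplaced sequence from 1 to 2 Mb in m19089 (1.57).

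With the peaks of the 4 libraries of a tray added together (4 trays against 4), windows of 10 Mb numbered 6, 6 and 1, with 3 for the interaction, and windows of 1 Mb 88, 93 and 38, with 71 for the interaction, and the main calls of 1 Mb kept their sign. Libraries with many peaks weigh more in this setting.

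With only the 2 genotypes compared, windows of 10 Mb numbered 13, 21 and 1, and 10, 2, 1 and 1 at 0, 16, 20 and 32 HAI. With replicates 1 and 2 only, they numbered 10 in m19089, 7 at 0 HAI, 2 at 16 HAI, 3 at 20 HAI and 4 for the interaction, while genes numbered 0, 0 and 0 and windows of 100 kb 54, 54 and 14. With replicates 3 and 4 only, windows of 10 Mb numbered 1 in m18982, 0 in m19028 and 0 at 16 HAI, windows of 1 Mb 11, 3 and 2, with 2 for the interaction, genes 0, 0 and 0, and windows of 100 kb 41, 71 and 36. With 8 libraries against 8, Fisher's exact test passes the threshold only if many genes reach its smallest p, and windows of 100 kb need a peak in 4 of 8 libraries.

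For genes, the paired sign test gave 0, 0 and 0, which 16 pairs allow only if many genes reach the smallest p. Genes present and absent in at least 1 library numbered 3 in m19089. Any peak within 2000 bp of the TSS gave 34, 4 and 10 genes and 2 enriched windows in m18982. Windows without any peak numbered 57, 32 and 23 at 50 kb, 7, 0 and 1 at 200 kb, and 13, 1 and 3 with a peak in at least 12 of 16 libraries.

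Leaving out a replicate, or the libraries named at the top, gave ranges of 1 to 21, 0 to 9 and 1 to 11 windows of 10 Mb, and 0 to 4, 0 to 2, 0 to 24 and 0 to 6 at 0, 16, 20 and 32 HAI, with 0 to 7 for the interaction. Windows of 1 Mb ranged from 26 to 68, 10 to 66 and 11 to 35, with 13 to 51 for the interaction. Genes ranged from 0 to 18, 0 to 18 and 0 to 9, enriched windows from 0 to 1 in m19089 and 0 to 1 in m19028, and windows of 100 kb from 17 to 33, 4 to 27 and 6 to 10. The genotype by time interaction stayed at 0 windows of 10 Mb in limma, with 6 at an unadjusted p under 0.05 in the main setting.

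Leaving out m19028 at 16 HAI, replicate 4, alone gave 21, 9 and 11 windows of 10 Mb, 4, 2, 24 and 6 at the time points, and 6 for the interaction, and 68, 66 and 35 windows of 1 Mb with 51 for the interaction. In random splits of the remaining libraries, counts as large were found in 1 of 100 for each mutant and for the interaction, and in 1, 1, 8 and 2 of 100 at the time points, so chance cannot be excluded for the 24 windows at 20 HAI or, with another split as large, for the 6 at 32 HAI. Leaving out single libraries moved the 10 Mb counts of m19028 by more than 1.5 times with 37 of 64 libraries (2 to 11), and of 16 HAI with 27 (0 to 7, the highest without m19028 at 16 HAI, replicate 1). Other libraries gave up to 3 at 20 and 32 HAI. The counts at 1 Mb moved by more than 1.5 times with 1 library (m19089 at 0 HAI, replicate 1, to 38 in m19089). The counts at 10 Mb thus depend on the library with the fewest peaks, and how many windows would pass at an equal depth in reads cannot be given from peaks.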

Differences from the paper's values

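For each of the 5 shares of peaks, the value averaged over libraries lay within 1 SD between libraries of the paper's. The paper's text gives 81.2% intergenic, 5.7% promoter-TSS, 5.4% exonic, 4.1% intronic and 3.5% TTS peaks, and the values here were 76.8%, 8.52%, 5.94%, 4.47% and 4.29%. With all peaks pooled they were 80.3%, 6.32%, 5.73%, 4.37% and 3.33%. The settings with a difference beyond 1 SD and 1.5-fold were consensus regions, for promoter-TSS (1.86%), exonic (2.33%), intronic (2.06%) and TTS peaks (1.26%), and peaks above the library's median score, for promoter-TSS peaks (12.0%). With the same number of top peaks per library, a setting chosen after seeing the values, promoter-TSS (20.0%), exonic (8.20%), intronic (2.32%) and TTS peaks (5.89%) also differed by more than this.

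In Fig. 1a, read by eye, the label of introns is about 3.5% and that of TTS about 4.1%, the reverse of the text. The intronic share was above the TTS share here, with 4.47% and 4.29% averaged and 4.37% and 3.33% pooled, which has the order of the text, as had consensus regions, the median over libraries, replicates 1 and 2 only and the settings without replicate 3 and without replicate 4. The order was that of the figure without replicate 1 (4.44% and 4.63%), without replicate 2 (4.46% and 4.58%), with replicates 3 and 4 only (4.40% and 5.24%), with peaks above the library's median score (4.32% and 5.26%) and with the same number of top peaks (2.32% and 5.89%).

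Fig. 1b shows a further mode of promoter peaks at about 900 bp upstream of the TSS, read by eye. Pooled over the libraries, 9.60% of the promoter-TSS peaks lay from 1000 to 750 bp upstream, 9.47% from 750 to 500 bp, 17.1% from 500 to 250 bp and 43.4% from 250 bp to the TSS. Over consensus regions the shares were 15.2%, 13.4%, 15.9% and 34.2% of 21358 regions. These bins were chosen after seeing the data.

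Fig. 2a shows windows enriched in differentially accessible genes, and here 0 of 427 windows of 10 Mb passed in each mutant by the hypergeometric test (5, 3 and 3 windows at an unadjusted p under 0.05 in m18982, m19089 and m19028). The groups are unlike, since the paper compared read counts in consensus regions with DESeq2 at each time point, and the genes here are those with a promoter peak gained or lost over the 4 time points together (16 libraries against 16). With an adjusted p of at most 0.05, 4, 2 and 1 passed, and with any peak within 2000 bp of the TSS 2 passed in m18982, both settings set before the data were examined. Without the libraries labelled m19089 and m19028 at 0 HAI, replicate 4, a setting chosen after seeing the values, 1 passed in m19089 and 1 in m19028.

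Fig. 2a shows differentially accessible windows at each time point, and here 0, 1, 0 and 0 windows of 10 Mb passed in limma at 0, 16, 20 and 32 HAI (22, 48, 168 and 103 at an unadjusted p under 0.05). Counts above 0 at each time point were reached with quantile normalization (22, 4, 22 and 6) and with only the 2 genotypes compared (10, 2, 1 and 1), both set before the data were examined, and without m19028 at 16 HAI, replicate 4 (4, 2, 24 and 6), chosen after seeing the values.

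Among the regions that the paper names for strong signals, 2H from 0 to 20 Mb (lowest adjusted p 0.0857) and 7H from 600 to 660 Mb (lowest adjusted p 0.0889) showed no difference in the share of peaks from the exact sign-flip permutation test, nor did 5H as a whole (lowest adjusted p 0.134). The other 7 each differed in at least 1 mutant. Regions that the paper does not name were not compared, so these differences are not shown to be local. 5H as a whole passed in m18982 without replicate 3 (-0.05, adjusted p = 0.0190 in a range of 0.0190 to 0.946), again chosen after seeing the values, and held 24, 7 and 2 called windows of 1 Mb in m18982, m19089 and m19028. The 7H region passed in m19028 without replicate 4 (-0.17, lower in 10 of 12 pairs, adjusted p = 0.0394 in a range of 0.0394 to 0.582 over 11 alternatives), a setting chosen for the regions after seeing the values. The 7H region held 2 called windows of 1 Mb in m18982 and 1 in m19089, and the 2H region 1 in m19028.

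The paper names masked epistasis on 1H, 3H and 7H, and here 0 windows of 1 Mb were sorted as masked (limma, 425 windows with an unadjusted p under 0.05 for the interaction), and 1 with an adjusted p of at most 0.05, set before the data were examined. The rule used here asks for opposite directions in the single mutants, which the paper's description of masking does not. It names symmetric epistasis on 1H, 2H, 5H, 6H and 7H, and here the 2 symmetric windows lay on 6H. It names suppression on 2H and 5H, and here 3 and 13 windows of suppression lay there, besides 1H, 3H, 7H and unplaced sequence. The paper finds several types at the ends of 2H, and here 2 windows in the last 10 Mb and 0 in the first 10 Mb departed from additivity. The numerical sorting rule of the paper's reference is not in its text.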

Other observations

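The tests of depth in windows, of windows with a higher share, of neighbouring windows and of the exchanged labels, the random splits with all libraries (other than those for genes that change with time) and the comparison of genes over time were chosen after the result was seen. The tests of a response to the inoculation, of windows without any peak left and of the intergenic share at an equal number of peaks, and the other random splits, those of whole trays among them, were written down before their results were seen.

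The library labelled m19089 at 0 HAI, replicate 4, and the library labelled m19028 at 0 HAI, replicate 4, resembled each other's genotype. Of 14 windows of 100 kb that had a peak in at least 14 of 15 libraries of 1 of these lines and at most 1 of the other (30 other libraries), these libraries had a peak in 13 of the windows of the other label and in 0 of those of their own. The library labelled m19028 had a peak in 11 of the 12 windows of m19089, and that labelled m19089 in 2 of the 2 windows of m19028. Among the other 30 libraries, at most 1 window of the other label had a peak. Material of both lines in each library is argued against by the 0 windows of the own label with a peak, 12 of which were those of m19089. As the lowest number of own windows among the other 30 libraries was also 0, this rests as well on unplaced sequence from 1 to 2 Mb, where the library labelled m19089 had none and the others of m19089 at least 8.52 peaks per 10000. The values are consistent with an exchange of the labels (13 of 14), and a pair of plants or tubes exchanged before sequencing would look the same. No biological explanation was tested.

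Windows of 1 Mb called between a mutant and CI16151 (162 calls over the 3 mutants) could come from the number of peaks per library, but 149 stayed called with log2 of the number of peaks as a covariate, which argues against a trend with it as the whole cause. With the same number of top peaks per library, 8, 5 and 3 of the calls of m18982, m19089 and m19028 stayed called, and 35 of 52, 31 of 50 and 22 of 29 of those still tested kept their sign. That setting also replaces all peaks by the strongest ones, so whether the calls hold for strong peaks at an equal depth stays open. A response to the inoculation as the whole cause is argued against by a mean log2 difference of 0.70 at 0 HAI in the later direction, in 11 of 12 pairs of libraries. The rule for this verdict was at first that all pairs agree, and was relaxed after 11 of 12 was seen. Pairs of 1 replicate share a library of CI16151, so they are not independent. Loss of a window's own sequence as the cause of the 54 calls with a higher share is argued against by the direction itself. An effect of a deletion elsewhere was not tested. Of the 108 calls with a lower share, 0 had no peak left in any of the 16 libraries of the mutant, but a deletion smaller than 1 Mb would leave peaks, so deletions stay open for these. Segments of chromosome that differ between the lines are a candidate explanation, since 122 of the 162 calls had another call of the same mutant within 5 Mb, against a mean of 31.0 and a highest of 56 in 1000 shuffles (permutation p = 0.000999, the smallest that they allow). Windows with many peaks are easier to call, so calls may lie close together where peaks are dense, which was not tested. An effect of mla6 or bln1 in the same segments stays open, since each genotype is 1 line.

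The mutants share the libraries of CI16151, so that some overlap of their calls may arise without any common effect. Calls shared by m18982 and m19089 numbered 15, by m18982 and m19028 20, and by m19089 and m19028 10, all in the same direction. The correlations of their log2 changes were 0.484, 0.764 and 0.514, against means of 0.548, 0.546 and 0.533 in simulations without any true difference. As 0 windows were called in any mutant there, the simulations give no number of shared calls to compare with these.

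In 100 splits of single libraries the real one alone gave a count as large for windows of 10 Mb in m19028 (1) and at 16 HAI (1), for windows of 1 Mb in m18982 (1), m19089 (1), m19028 (1) and the interaction (1), for genes in m18982 (1), m19089 (1) and m19028 (1), for windows of 100 kb without any peak in m18982 (1) and m19028 (1), and for genes that change with time (1). For windows of 10 Mb in m18982 (2) and windows of 100 kb without any peak in m19089 (2) another split gave 6 and 10, as many as the 6 and 9 found, and chance is not excluded there by this test. For the counts of 0 (windows of 10 Mb in m19089, at 0, 20 and 32 HAI, for the interaction and for genotype by time, and enriched windows in each mutant) all 100 splits gave as many, which a count of 0 fixes in advance, so nothing is decided. Without m19028 at 16 HAI, replicate 4, the splits as large were 1 for m18982, 1 for m19089, 1 for m19028, 1 at 0 HAI, 1 at 16 HAI, 8 at 20 HAI, 2 at 32 HAI and 1 for the interaction. At 20 HAI another split gave 196 windows and at 32 HAI 7 against the 6 found, so chance is not excluded at either.

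A further 100 splits exchanged the genotypes of whole trays within each replicate, among all 4 lines. The real one alone gave a count as large for windows of 10 Mb in m18982 (1), m19028 (1) and at 16 HAI (1), for windows of 1 Mb in m18982 (1), and for genes in m18982 (1) and m19028 (1), which argues against chance for these counts. This is the smallest share that 100 splits allow, and it was not adjusted for the number of counts tested. The splits of single libraries did not argue against chance for windows of 10 Mb in m18982. The 1 window at 16 HAI rested on single libraries, with 0 to 7 windows when 1 library was left out. Other splits of whole trays gave as many for windows of 1 Mb in m19089 (2), m19028 (3) and the interaction (3), with a median of 0. There limma with trays as the unit, added after seeing the data, called 93, 38 and 71 windows (lowest adjusted p 2.08e-10, 2.22e-13 and 4.40e-10), with 58 of 60, 27 of 33 and 45 of 46 calls kept. This argues against chance as the whole cause, and the numbers are less certain. No such test was made where other splits gave as many for genes in m19089 (2) and windows of 100 kb without any peak in m18982 (3), and chance is not clearly excluded there. For windows of 100 kb in m19089 (7) and m19028 (11) it cannot be excluded.

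The higher intergenic share of m18982 (4.61 points over CI16151 with all peaks) was 4.65 ± 8.82 (SD) points at an equal number of peaks, higher in 11 of 16 pairs with an exact sign-flip permutation p of 0.0511. With all peaks, the promoter-TSS share of m18982 differed by -2.43 points (3 of 16 pairs higher, adjusted p = 0.0238 from the exact test). In m19028 the difference at an equal number was 5.03 ± 8.5 (13 of 16 pairs, exact p = 0.0338), and in m19089 -0.229 (exact p = 0.936). Whether the number of peaks may explain the difference in m18982 stays open (4.65), since its size was kept and its p was not, and since the strongest peaks are not a sample of all peaks.

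Genes were also compared between 0 HAI (16 libraries) and later (48 libraries) over all genotypes. By Fisher's exact test 16 of 17163 changed, 5 with a peak in more libraries after inoculation and 11 in fewer. In 100 splits of single libraries the real one alone gave as many, and the highest other count was 0. No other explanation was tested.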
